# Maternal High-Fructose Intake Activates Myogenic Program in Fetal Brown Fat and Predisposes Offspring to Diet-Induced Metabolic Dysfunctions in Adulthood

**DOI:** 10.3389/fnut.2022.848983

**Published:** 2022-04-11

**Authors:** Peng Wang, Tian Wu, Qinghua Fu, Qichao Liao, Yan Li, Tengda Huang, Yixing Li, Lei Zhou, Ziyi Song

**Keywords:** maternal high-fructose intake, offspring, brown fat, myogenic pathway, metabolic dysfunctions

## Abstract

Excess dietary fructose intake is a major public health concern due to its deleterious effect to cause various metabolic and cardiovascular diseases. However, little is known about the effects of high-fructose consumption during pregnancy on offspring metabolic health in adulthood. Here, we show that maternal consumption of 20% (w/v) fructose water during pregnancy does not alter the metabolic balance of offspring with a chow diet, but predisposes them to obesity, fatty liver, and insulin resistance when challenged by a high-fat diet. Mechanistically, diet-induced brown fat reprogramming and global energy expenditure in offspring of fructose-fed dams are impaired. RNA-seq analysis of the fetal brown fat tissue reveals that the myogenic pathway is predominantly upregulated in the fructose-treated group. Meanwhile, circulating fructose level is found to be significantly elevated in both fructose-fed dams and their fetuses. Importantly fructose gavage also acutely activates the myogenic program in mice brown fat. Together, our data suggest that maternal high-fructose intake impairs fetal brown fat development, resultantly attenuates diet-induced thermogenesis and causes metabolic disorders in adult offspring probably through inducing myogenic signature in brown fat at the fetal stage.

## Introduction

The global epidemic of obesity and type 2 diabetes mellitus (T2DM) remains a major public health issue. Numerous studies have demonstrated that the nutritional environment that an individual is exposed to before birth is a critical determinant of their risk of developing obesity and metabolic diseases in their later life (1, 2). Exposure to unbalanced maternal nutrition, particularly overnutrition, is associated with altered development of key physiological systems, which predisposes them to adult onset of non-communicable diseases, such as obesity, T2DM, fatty liver, and cardiometabolic disease (1, 3–5).

Among the specific nutritional factors, excess fructose consumption is increasingly considered as a major contributor to the emerging epidemics of obesity and the associated metabolic diseases (6–9). Fructose is a simple sugar found naturally in honey, fruit, and some vegetables. Over the last decade, fructose consumption has increased significantly and has become the most typical sugar consumed by man, owing to its use as a sweetener in processed foods and soft drinks in the form of sucrose or high-fructose corn syrup (9). The increasing prevalence of soft-drinks consumption results in a higher incidence of pregnant women having excess fructose intake. However, so far the consequence and mechanism of maternal high-fructose intake on offspring metabolic health in later life are still unclear, albeit existing of few animal studies (10–14).

In adult obesity or obesity “programmed” by early-life insults, adipose tissue dysfunction is considered to be an important contributor to the metabolic alterations in humans and rodents (15). There are mainly two types of adipose tissues, namely, white adipose tissue (WAT) and brown adipose tissue (BAT) (16), which have distinct characteristics and functions. WAT is responsible for energy storage in the form of triglyceride (TG), while BAT dissipates energy in the form of heat because of the presence of abundant mitochondria and uncoupling protein 1 (UCP1) (16). Brown adipocytes derive from a common pool of precursors with skeletal muscle during early development, with the divergence occurring between embryonic day (E) 9.5 and E12.5 in mice (17). Disturbance of the divergence by genetic or nutritional manipulations leads to abnormal BAT development and results in offspring obesity and metabolic disorders in later life (18–21). However, up to date, there is a paucity of data examining the impacts of increased fructose intake during pregnancy and subsequent effects on fetal BAT development and offspring energy metabolism later on.

Therefore, this study was designed to reveal the impacts and potential mechanism of maternal high-fructose intake on offspring metabolic health, with an emphasis on fetal BAT development and its associated energy metabolism in adulthood. We have found that maternal high-fructose intake during pregnancy promotes a myogenic program in fetal BAT, resultantly impairs high-fat diet (HFD)-induced BAT thermogenesis and exacerbates HFD-induced obesity and metabolic disorders in adult offspring.

## Materials and Methods

### Animal Studies

All animal studies were according to protocols approved by the Animal Ethics Committee of Guangxi University (GXU2021-123). Twelve-week-old C57BL/6J mice were purchased from the Guangxi Medical University (Nanning, China) and housed under controlled light and temperature conditions (12-h light/dark cycle; 22 ± 2°C). After 1 week’s adaption, the mice were mated for one night. Success in mating was confirmed by the presence of a vaginal plug, and then pregnant mice were randomly assigned to either sterilized tap water or 20% (w/v) fructose (Sigma, F3510) water until delivery. At E18.5, a subset of pregnant mice was killed and the BAT of male fetuses was collected for further analysis. Fetal sex was identified by PCR (22). The remaining female mice were allowed to give birth. On the day of birth, litter sizes were balanced to five pups. All pups were weaned on postnatal day 21 and separated into two groups at 7 weeks old, one group was fed a regulated chow (10% kcal energy from fat) and the other group was fed a HFD (60% kcal energy from fat). To avoid confounding sexual effects, only male offspring were used in this study.

### Glucose and Insulin Tolerance Test

A glucose tolerance test (GTT) was performed on 15-week-old mice after a fast for 15 h followed by an intraperitoneal injection of glucose (1.5 g/kg D-glucose). One week later, an insulin tolerance test (ITT) was performed after a fast for 5 h followed by an intraperitoneal injection of insulin (1 U/kg insulin). The blood glucose level was measured by tail bleeding at 0, 15, 30, 60, 90, and 120 min after glucose or insulin injection using a glucose meter.

### Body Composition and Indirect Calorimetry Analysis

The fat mass and lean mass of the mice were analyzed once a month through NMR (Niumag QMR23-060H-I, Suzhou, China) following the instruction of the manufacturer. At 16–17 weeks of age, indirect calorimetry measurements were performed using the Promethion Metabolic Cage System (Sable Systems International, Las Vegas, NV, United States). Mice were acclimatized for 24 h in the Promethion system before the measurement was started. Instrument control and data acquisition were performed according to the instructions of the manufacturer. Raw data were processed using ExeData software (Sable Systems).

### Measurement of Plasma and Hepatic Parameters

Triglyceride (TG) and total cholesterol (TC) content in plasma and liver tissues were measured by TG assay kit (A110-1-1, Nanjing Jiancheng Bioengineering Institute, China) and TC assay kit (A111-1-1, Nanjing Jiancheng Bioengineering Institute, China) according to the instructions of the manufacturer. For tissue samples, protein concentrations were measured by using the BCA protein quantitative assay kit (Beyotime Biotechnology, Shanghai, China), and the TG and TC data were expressed as μmol/g protein. Fructose level in plasma was determined by fructose assay kit (G0530W, Shanghai Jianglai Biotechnology Co., Ltd., Shanghai, China) by following the instruction of the manual and the optical density was evaluated at 450 nm by using the continuous spectrum microplate plate reader (Epoch) (Bio Tek Instruments, Inc.).

### H&E Staining and Oil Red O Staining of Mouse Samples

Livers and adipose tissues were dissected and fixed in tissue-fixing liquid overnight at 4°C for the paraffin section and frozen section. The paraffin sections were stained with H&E and the frozen sections were stained with Oil Red O. Sample sectioning and staining were performed at the Wuhan Servicebio Technology Co., Ltd. (Wuhan, Hubei, China). Images were collected by light microscope (Biological microscope ML31, MSHOT, Guangzhou, China) and cell area was analyzed by ImageJ software.

### RNA Extraction and Quantitative Real-Time PCR

RNA extraction from BAT tissues was performed by re-suspending 10–20 mg of frozen tissues in 1 ml Trizol (Life Technologies, United States), and lysed by using a tissue lyser (Qiagen, Germany) for 3 min at 30 Hz. Then, total RNA was isolated following Trizol manufacturer’s instructions. The purity and concentration of the total RNA were determined by Tecan infinite M200 Pro (Grödig, Austria). cDNA was synthesized from 1 μg of total RNA using RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher, United States). Real-time qPCR was performed using a 2× RealStar Green Fast Mixture (GenStar, Beijing, China). All data were normalized to the *Tbp* level and analyzed following the 2^–ΔΔ*Ct*^ method. The sequences of primers used are listed in Supplementary Table 1.

### RNA-Seq Analysis

Purified total RNA samples from E18.5 fetal BAT were sent to the Guangzhou Gene *Denovo* Biotech Co. Ltd. (Guangzhou, China) for library construction and sequencing by using the Illumina novoseq 6000 platform. The raw RNA-seq data were submitted to the Gene Expression Omnibus data repository^1^ with the login number GSE193031. The procedure of data analysis is as follows: first, the high-quality sequences, which were filtered by Fastp (v0.23.2), were mapped to the mouse reference genome (mm10) by Bowtie2 (v2.0.0.5) and Tophat (v2.0.0). Then, the mapping readings were assembled and GTF files were generated by StringTie (v2.2.0). The GTF files were then merged into one file by Cuffmerge, from which the counts of each gene were extracted. Differentially expressed genes were analyzed based on the gene counts by using a RNA-seq processing tool DESeq2 and selected by *p*-value < 0.05 and fold change (FC) >1.3, and visualized using R tools ggplot2. For Gene Set Enrichment Analysis (GSEA), the normalized gene expression data were ranked according to the log2 FC and were visualized by ClusterProfiler (R package, version 3.18.1).

### Statistical Analysis

The results are expressed as mean ± SD. Significance was estimated by unpaired Student’s *t*-test (for two groups) or one-way ANOVA (for multiple groups). A probability of *p* < 0.05 was considered to be statistically significant. The statistical analysis and figures were prepared using GraphPad Prism 8.0.

## Results

### High-Fructose Intake During Pregnancy Does Not Alter Body Weight but Causes Slight Lipid Metabolic Disorders in Female Mice

In this study, C57/BL6J mice were used as an animal model to evaluate the effects of maternal high-fructose consumption in gestation on offspring metabolic health. First, we observed that 20% (w/v) fructose water administration significantly increased the water consumption, but remarkably decreased the food intake, by dams during the course of gestation (Figures 1A,B). However, intriguingly, total energy consumption analysis showed that the two groups of animals consumed equal amounts of energy (Figure 1C). Consistent with the energy intake, no difference was seen in the bodyweight and even in the postpartum weight between the two groups (Figures 1D,E). Impressively, the dams with high-fructose feeding showed slight fatty liver and lipid droplet-enlarged BAT, while leaving WAT less affected at 18.5 days of gestation (Figures 1F,G). Meanwhile, the mice also exhibited higher plasma TG and TC levels (Figures 1H,I). These data indicate that short-term high-fructose feeding has already disturbed maternal metabolic homeostasis. Next, given fructose is the leading factor to the metabolic phenotypes, thus we measured the circulating fructose level in dams. The result showed that plasma fructose level in fructose-fed dams was about 1.6-folds higher than that in the control mice (Figure 1J). By contrast, the blood glucose level was not altered by maternal fructose feeding (Figure 1K). Collectively, these data suggest that maternal high-fructose consumption causes gestational fatty liver and dyslipidemia but not obesity.

**FIGURE 1:**
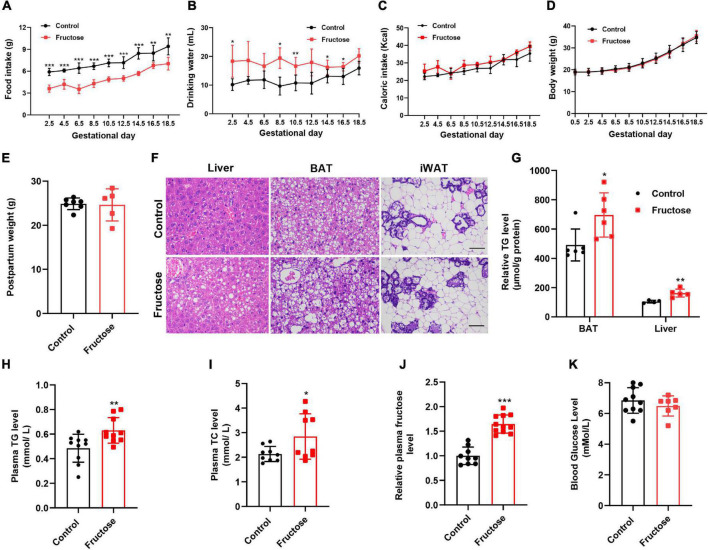
High-fructose intake during pregnancy does not alter body weight but causes slight lipid metabolic disorders in female mice. **(A–C)** Daily food intake, drinking water consumption, and total caloric intake of the control pregnant mice and the high-fructose-fed pregnant mice during the period of gestation (*n* = 5–6). **(D)** Bodyweight of the control pregnant mice and the high-fructose-fed pregnant mice during the period of gestation (*n* = 7–10). **(E)** Postpartum weight of the control pregnant mice and the high-fructose-fed pregnant mice (*n* = 5–7). **(F–K)** All data were from control pregnant mice and the high-fructose-fed pregnant mice at day 18.5 of pregnancy. Mice fasted for 4–6 h before sacrifice. **(F)** H&E staining of paraffin sections of liver, brown fat tissue (BAT), and inguinal white fat tissue (iWAT). Scale bar, 50 μm for liver and BAT, 100 μm for iWAT. **(G)** Quantification of triglyceride content in liver and BAT (*n* = 4–6). **(H,I)** Plasma concentrations of triglyceride (TG) and total cholesterol (TC) (*n* = 9–10). **(J)** Relative fasting plasma fructose level (*n* = 11). **(K)** Fasting blood glucose level (*n* = 7–10). *p < 0.05, **p < 0.01, ***p < 0.001.

### Maternal High-Fructose Intake During Pregnancy Predisposes Adult Offspring to High-Fat Diet-Induced Obesity, Fatty Liver, and Insulin Resistance

Next, to evaluate the effects of maternal high-fructose consumption on offspring metabolic health, offspring were placed on a chow diet (CD) or a HFD. On regular chow, offspring from dams with high-fructose intake (henceforth referred to as HF offspring) did not display any notable difference in metabolic phenotypes compared with the controls except the glucose tolerance (Supplementary Figure 1), indicating maternal high-fructose consumption has limited effects on offspring metabolic health under CD condition. However, when under HFD exposure, the HF offspring exhibited obvious metabolic disorders compared with the controls. First, the HF offspring gained more body weight, which was mainly due to increased fat mass but not lean mass (Figures 2A–C), indicating the HF offspring were prone to develop obesity than the controls on a HFD. Specifically, the weight of inguinal adipose tissue (iWAT) and liver was significantly higher in HF offspring, while interestingly, the weight of epididymal adipose tissue (eWAT) was similar between the two groups (Figure 2D). In agreement with the tissue weight, histological analysis showed that the cell size of iWAT, but not eWAT, was larger in HF offspring than in the controls (Figures 2E,F). Besides, the liver of HF offspring had accumulated more lipid droplets than the controls, which was further evidenced by Oil Red O staining and TG measurement (Figures 2G,H), suggesting the HF offspring developed more serious fatty liver. Furthermore, the HF offspring had high levels of plasma TG and TC (Figures 2I,J). In addition, we evaluated the glucose tolerance and insulin sensitivity of the offspring. As expected, the HF offspring showed significantly higher blood glucose concentrations than controls (Figures 2K,L). Similarly, the HF offspring exhibited impaired responses to insulin during an ITT (Figures 2M,N). Taken together, these data strongly suggest that maternal high-fructose consumption during pregnancy predisposes adult offspring to HFD-induced obesity, fatty liver, and insulin resistance.

**FIGURE 2:**
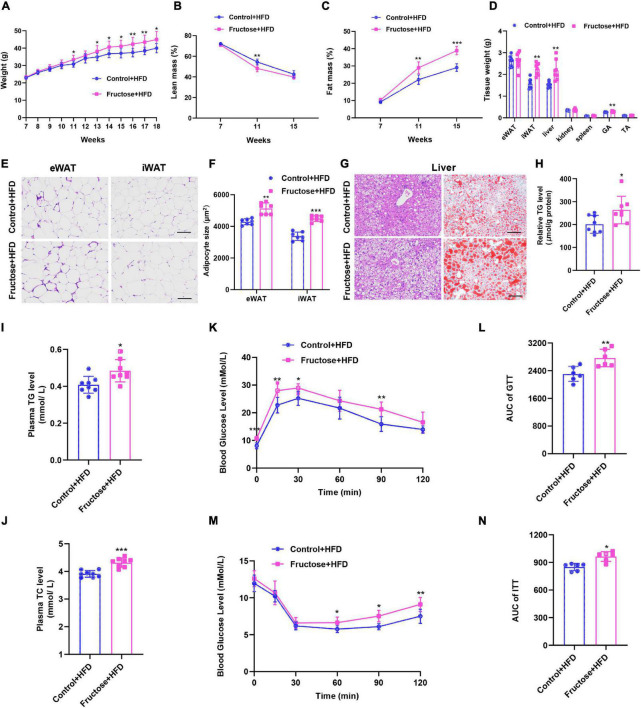
Maternal high-fructose intake during pregnancy predisposes adult offspring to HFD-induced obesity, fatty liver, and insulin resistance. All data were from the HFD-fed control offspring and HF offspring. **(A)** Bodyweight curve of the offspring. **(B,C)** Relative body composition of the offspring. **(D)** Tissue weights of the offspring. **(E)** H&E staining of paraffin sections of inguinal white fat (iWAT) and epididymal white fat (eWAT). Scale bar, 100 μm. **(F)** Quantification of average adipocyte area from images depicted in **(E)**. **(G)** H&E staining of paraffin sections of liver and Oil Red O staining of frozen section of the liver. Scale bar, 100 μm. **(H)** Quantification of triglyceride content in liver (*n* = 8). **(I,J)** Plasma concentrations of triglyceride (TG) and total cholesterol (TC) (*n* = 8). **(K)** Blood glucose concentrations during glucose tolerance test (*n* = 6). **(L)** Quantification of the area under the curve of **(K)** (*n* = 6). **(M)** Blood glucose concentrations during insulin tolerance test (*n* = 6). **(N)** Quantification of the area under the curve of **(M)** (*n* = 6). *p < 0.05, **p < 0.01, ***p < 0.001.

### High-Fat Diet-Induced Energy Expenditure Is Impaired in Adult Offspring of Dams Fed With High Fructose

Next, to investigate the mechanisms of HF offspring predisposing to HFD-induced metabolic disorders than the controls, we performed an indirect calorimetry assay as disturbed energy metabolism plays a key role in the development of metabolic dysfunction (19, 23). First, we found when on a CD there was no difference between HF offspring and controls in terms of energy intake, energy expenditure, or physical activities (Supplementary Figure 2). However, when under HFD challenge, HF offspring exhibited less oxygen consumption, carbon dioxide release, and heat production compared with the controls, with the exception of food intake and physical activities (Figure 3). Thus, these findings suggest that maternal high-fructose consumption results in impairment of diet-induced energy expenditure in HF offspring.

**FIGURE 3:**
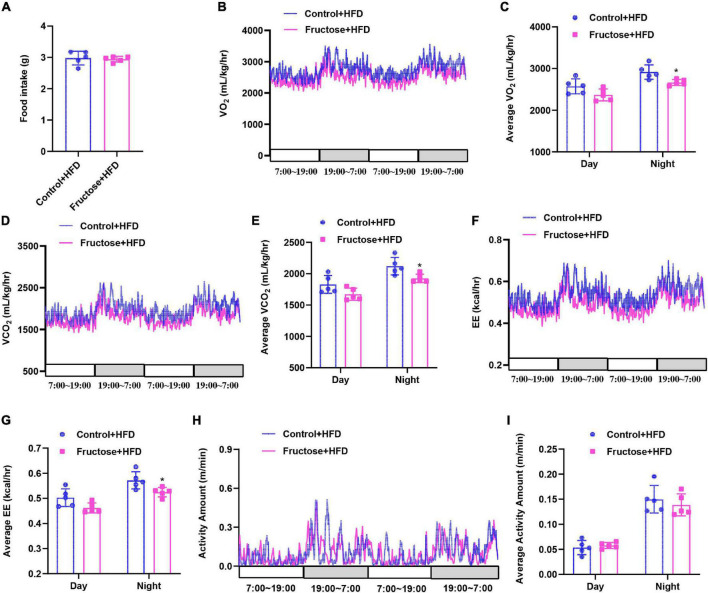
High-fat diet-induced energy expenditure is impaired in adult offspring of dams fed with high fructose. All data were from the 17-week-old HFD-fed control offspring and HF offspring. **(A)** Daily food intake of the mice (*n* = 5). Indirect calorimetry analysis of day and night oxygen consumption (VO_2_, **B,C**), carbon dioxide production (VCO_2_, **D,E**), heat production **(F,G)**, and physical activity **(H,I)** of the mice (*n* = 5). *p < 0.05.

### High-Fat Diet-Induced Thermogenic Program of Brown Fat Is Attenuated in Adult Offspring of Dams Fed With High Fructose

As brown fat is highly involved in the regulation of thermogenesis, glucose metabolism, and insulin sensitivity (24, 25), we then investigated whether the BAT function of offspring was adversely affected by maternal high-fructose feeding. First, we examined the mass of the BAT depot, and found the BAT weight of HF offspring was similar to the controls under CD condition; however, it significantly increased when under HFD feeding (Figure 4A). Moreover, we found that this increase in BAT weight was mainly due to the increased lipid content as showed by H&E staining and TG-level measurement (Figures 4B,C). Since the higher TG content in BAT is usually associated with its lower thermogenic activities (26), we then analyzed the expression of a panel of BAT marker genes in offspring BAT. On the CD, we did not notice any difference in mRNA levels of the genes, namely, BAT-selective genes, pan-adipocyte genes, and WAT-selective genes (Figure 4D). However, when under HFD condition, the mRNA levels of BAT-selective genes were significantly lower in HF offspring than the controls, whereas the mRNA levels of common adipogenic genes and WAT-specific genes were significantly upregulated in BAT of HF offspring compared with the controls (Figure 4E). Collectively, these data indicate that maternal high-fructose feeding blunts HFD-induced BAT reprogramming and thermogenic function in offspring, which could be responsible for the suppression of energy expenditure in HF offspring.

**FIGURE 4:**
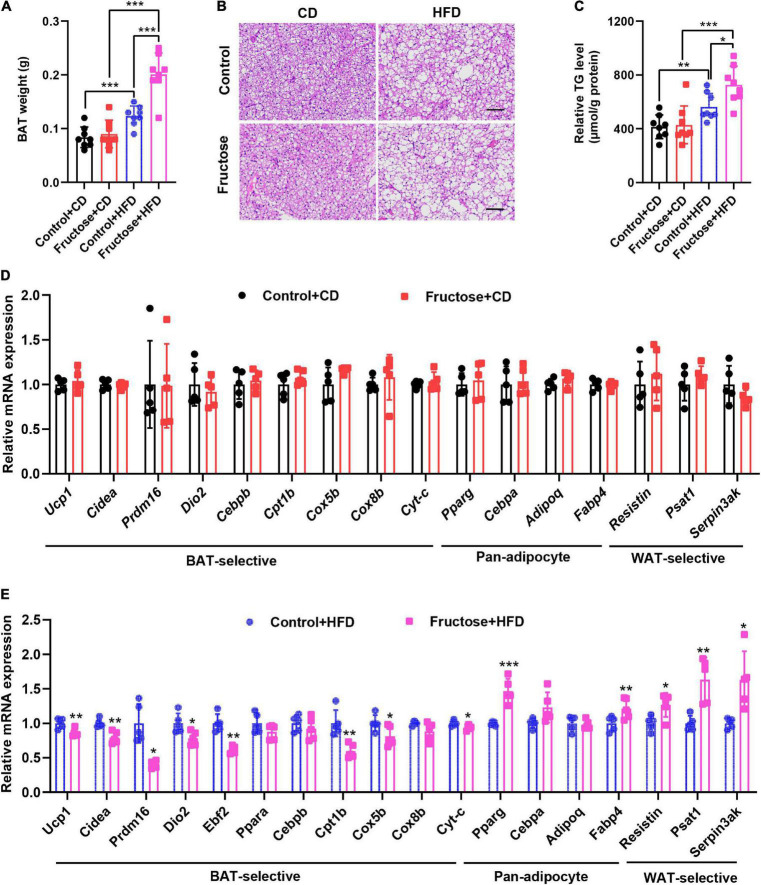
High-fat diet-induced thermogenic program of brown fat is attenuated in adult offspring of dams fed with high fructose. **(A)** The weight of BAT tissue in CD-fed or HFD-fed control offspring or HF offspring. **(B)** H&E staining of paraffin sections of BAT. Scale bar, 100 μm. **(C)** Quantification of triglyceride content in BAT (*n* = 8). **(D)** qRT-PCR analysis of BAT-selective genes, pan-adipocyte genes, and WAT-selective genes in BAT from CD-fed control offspring or HF offspring (*n* = 5). **(E)** qRT-PCR analysis of BAT-selective genes, pan-adipocyte genes, and WAT-selective genes in BAT from HFD-fed control offspring or HF offspring (*n* = 5). *p < 0.05, **p < 0.01, ***p < 0.001.

### Maternal High-Fructose Intake During Pregnancy Induces Myogenic Signature in Fetal Brown Fat

Next, to investigate how maternal high-fructose feeding causes adult offspring BAT dysfunction, we switched our focus on the fetal stage since the fructose was only administrated to the dams in the gestation period. Thus, fetuses and their BAT at E18.5 days were isolated and analyzed. No difference was observed in total fetus weight (Figure 5A), but a significant increase was seen in the fetal BAT weight at the end of gestation (Figure 5B). Microscopic examination detected the emergence of a lot of adipocytes containing single lipid droplets only in fetal BAT from fructose-fed dams but not from the control dams (Figure 5C). Consistently, TG level was also significantly increased in fetal BAT of fructose-fed dams (Figure 5D). These data suggest that the fetal BAT from fructose-fed dams has lipid metabolic disorder. 

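RNA-seq was performed on BAT of fetuses at E18.5 from dams given tap water (control) or 20% (w/v) fructose water (fructose) during gestation, with 2 libraries per group. The labels of all 4 libraries and the paper's methods give the fetuses as male. The paper's text does not name the number of fetuses or litters behind each library. The authors filtered the reads with Fastp, mapped them to the mouse genome (mm10) with Bowtie2 and Tophat, assembled and merged the transcripts with StringTie and Cuffmerge, and deposited the number of reads counted on each gene, without normalization. The paper's text does not name the tool that counted the reads, or how it treated the strand and reads matching more than 1 gene. The counts on genes totalled 19224529 and 18542897 in control libraries 1 and 2, and 22461298 and 23645147 in fructose libraries 1 and 2. A gene with 0 counts could at these depths have a level of up to 0.158, 0.166, 0.133 and 0.123 CPM (counts scaled to the library's total) in these libraries, respectively, taken as 3 counts of the total, which covers counting error only. The libraries of a group differed by more than the sampling noise, with a chi-square per degree of freedom over genes of 13.7 in control and 8.83 in fructose. Mitochondrially encoded genes held 5.89% and 6.49% of the counts in the control libraries and 10.8% and 11.2% in the fructose libraries. The Y-linked genes Eif2s3y, Ddx3y, Kdm5d and Uty together had 422 and 390 counts in the control libraries, and 0 counts in both fructose libraries. If the fructose libraries hold female fetuses despite the labels, sex goes with diet in every comparison below. Of the 22298 genes listed, the 12888 kept by edgeR's filterByExpr were tested. Levels are given as CPM after edgeR's TMM normalization, and fold changes are fructose against control from edgeR's quasi-likelihood model, unless stated otherwise. Across the 12884 tested genes with a known transcript length, the log2 fold change rose with the length (Spearman's rho 0.50) and fell with the GC content (rho -0.50). Between the libraries of a group, the same correlations were 0.0155 and 0.133 in control and 0.168 and -0.205 in fructose. These are correlations across genes, which are not independent replicates. Removing both trends from each library is therefore given beside some of the results it changes, as an alternative chosen after seeing the data.

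**Figure D1:**
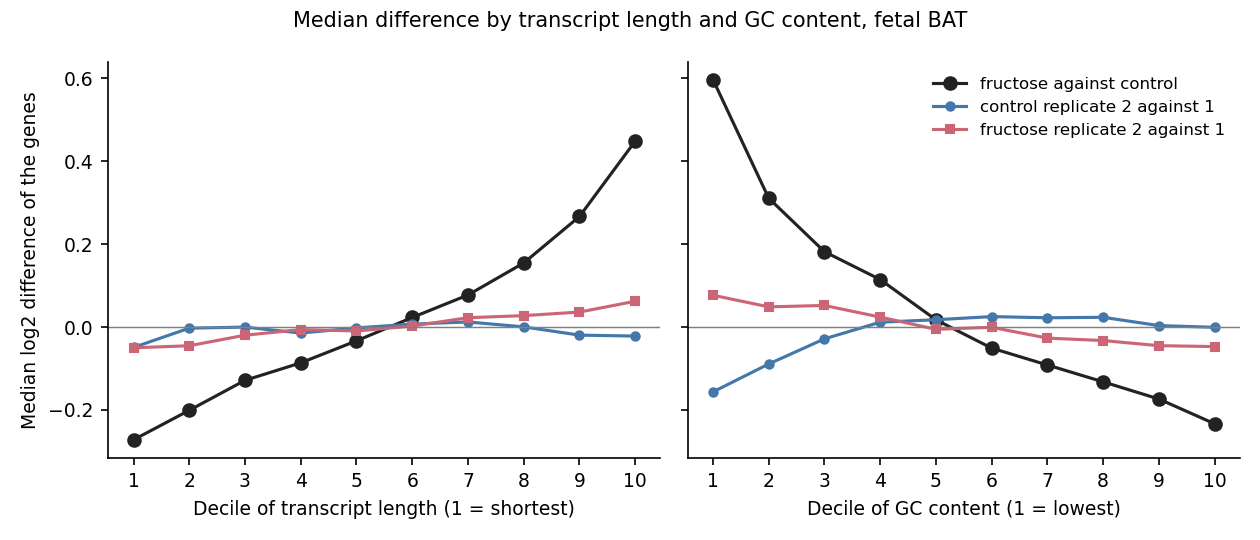
Median log2 difference of the tested genes (vertical axis) by decile of transcript length (left) and of GC content (right), for fructose against control and for replicate 2 against replicate 1 within each group. The fructose against control medians rise from -0.27 in the shortest decile to 0.45 in the longest, and fall from 0.60 at the lowest GC content to -0.23 at the highest, while the medians within a group stay between -0.16 and 0.08.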

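With the thresholds of the paper's methods, an unadjusted p-value under 0.05 and a fold change above 1.3, edgeR's quasi-likelihood test called 2267 genes higher and 797 genes lower in fructose. With Benjamini-Hochberg adjustment of the same test, 2001 genes were higher and 1379 lower at an adjusted p-value under 0.05, so that 59.2% of these calls were higher. Without TMM normalization, scaled by library size only, the median log2 fold change of all tested genes was 0.06 and 72.3% of the calls at that threshold were higher. The variation between libraries of a group was small, with a common dispersion of 0.00726, equal to a coefficient of variation of 8.52%. Both fructose libraries lay on the same side of both control libraries for 8388 of the 12888 tested genes, where chance gives a share of 33.3%. The first principal component separated the groups and held 67.3% of the variance. Removal of the length and GC content trends moved the counts most, to 496 genes higher and 591 lower at an adjusted p-value under 0.05, of which 698 were also called in the same direction without it.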

Next, to identify genes or pathways that contribute to this phenotype, we, therefore, analyzed the global gene expression profiles of the fetal BAT, and found a total of 2,464 genes that were differentially expressed, with 1,708 upregulated genes and 756 downregulated genes (Figure 5E). As expected, key lipogenic transcriptional factor ChREBP and its target genes *Fasn*, *Acc1*, and *Acly* were significantly upregulated (Figure 5F). But, unexpectedly, GSEA revealed that the muscle development pathway was at the top of the significantly upregulated pathways, whereas genes responsible for the mitochondrial respiratory chain were significantly blunted (Figures 5G–I). 

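The gene ontology sets of the paper's GSEA were not used here, and hand-written gene lists and Reactome pathways took their place. Each list was tested with camera, which asks whether its genes rank apart from all other tested genes, at a preset correlation between genes of 0.01 and with Benjamini-Hochberg adjustment over 8 lists. Of the 60 tested sarcomere and contraction genes of skeletal muscle, 59 were higher in fructose, with a median log2 fold change of 1.26 (interquartile range 0.93 to 1.55, camera adjusted p = 3.0e-16). Both fructose libraries lay on the same side of both control libraries for 57 of these genes, where chance gives 33.3%. At an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 48 of them were higher over all genes tested and 55 when adjusted over the list alone. With each library left out in turn, the median stayed between 1.05 and 1.51, and the alternative that moved it most was the minimum of 10 counts in every library, at 1.19. Acta1, skeletal muscle actin on chromosome 8 from 123891769 to 123894751, had the highest level of the list, with 114 ± 27.3 CPM in control and 253 ± 73.5 CPM in fructose (SD, n = 2 libraries each). Its log2 fold change was 1.15 (standard error 0.18, adjusted p = 0.0013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
The 74 tested nuclear-encoded subunits of the respiratory chain and ATP synthase were all lower in fructose, with a median log2 fold change of -0.32 (interquartile range -0.38 to -0.23, camera adjusted p = 1.0e-15). At an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 50 were lower over all genes tested and 60 when adjusted over the list alone. Cox4i1, a subunit of complex IV on chromosome 8 from 120668222 to 120674207, was at 3851 ± 94.4 CPM in control and 2790.2 ± 82.3 CPM in fructose (SD, n = 2 libraries each). Its log2 fold change of -0.46 was -0.066 with the length and GC content trends removed. The median of this list moved most with the gene length trend removed, to -0.07 (camera adjusted p = 0.014). Of the 51 respiratory chain assembly factors, 39 were lower, with a median of -0.17 (camera adjusted p = 0.00035), 7 of them at an adjusted p-value under 0.05 over all genes tested in edgeR's quasi-likelihood test and 6 adjusted over the list alone. With the gene length trend removed, the median of the assembly factors was -0.0044 and camera no longer called them (adjusted p = 0.59). With the GC content trend removed it was -0.25 (camera adjusted p = 3.8e-07), and with both trends removed it was -0.11 and still called (camera adjusted p = 0.016). The 78 cytosolic ribosomal protein genes were all lower, with a median of -0.45 (camera adjusted p = 7.1e-20), 67 of them at an adjusted p-value under 0.05 over all genes tested in edgeR's quasi-likelihood test and 72 adjusted over the list alone. None of the camera calls over the 8 lists held under fry (smallest adjusted p = 0.067) or under camera with the correlation estimated from these 4 libraries (smallest adjusted p = 0.41).
Among 672 Reactome pathways, 282 were higher and 390 lower in fructose by camera, 6 and 118 of them at an adjusted p-value under 0.05. Striated Muscle Contraction (28 genes, median log2 fold change 1.30) ranked 1 among the higher pathways by camera (adjusted p = 3.2e-08). Respiratory electron transport (75 genes, median -0.29) ranked 21 among the lower pathways by camera (adjusted p = 1.4e-06), and Eukaryotic Translation Elongation (83 genes, median -0.43) ranked 1 (adjusted p = 2.5e-17). Respiratory electron transport was not called by camera with the gene length trend removed (rank 408, adjusted p = 0.97) or by fgsea, a gene set enrichment test on the ranked log2 fold changes (rank 28, adjusted p = 0.17). From its enrichment of genes ranked by log2 fold change (Figures 5G–I), the paper states that muscle development led the upregulated pathways and that respiratory chain genes were lower.

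**Figure D2:**
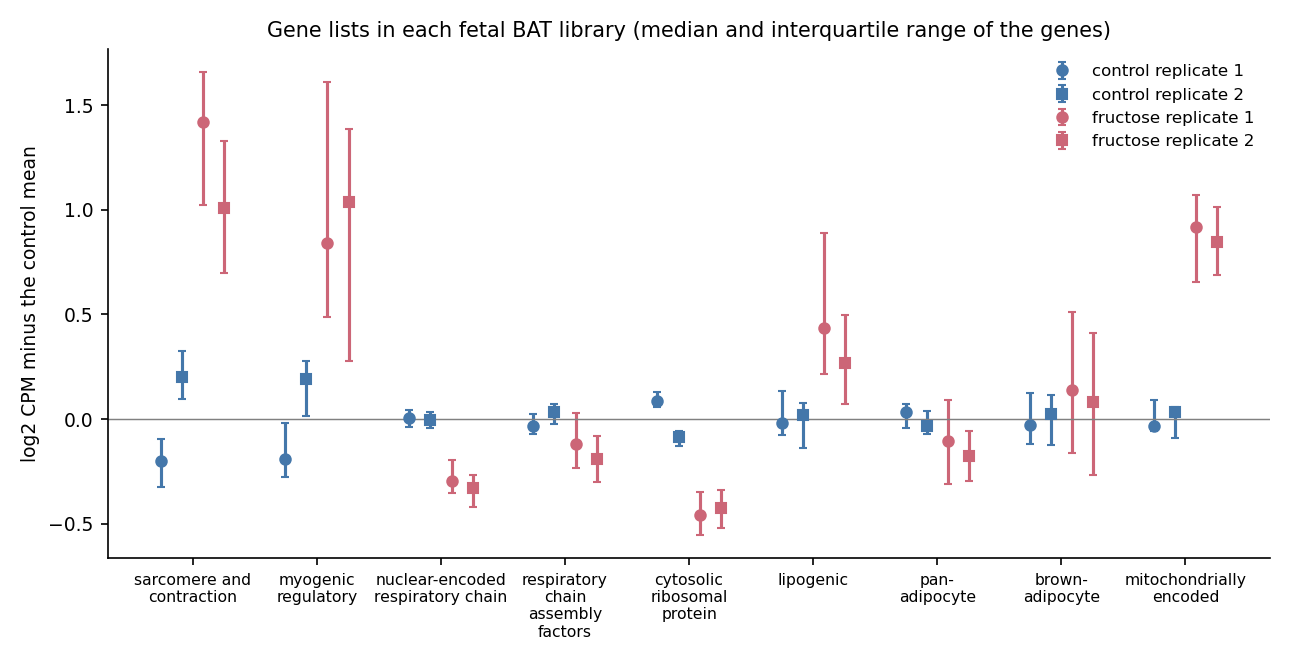
Median (symbols) and interquartile range (bars) of the genes of 9 lists in each library, as log2 CPM minus the mean of the control libraries. The sarcomere and contraction genes lie at 1.42 and 1.01 in the fructose libraries, and the nuclear-encoded respiratory chain genes at -0.30 and -0.33. The 13 mitochondrially encoded genes, at the right, lie at 0.92 and 0.85, and with the GC content trend removed camera did not call them.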

In support of the GSEA result, quantitative real-time (qRT)-PCR analysis revealed that the expression levels of myogenic signature genes *Myod*, *Myog*, *Mef2c*, *Myh1, Myh4*, and *Myh7* and pro-myogenic genes *Igf2* and *Igf2bp3* were significantly upregulated (Figure 5J), whereas the common adipogenic genes *Pparg*, *Cebpa*, *Adipoq*, and *Fabp4* were downregulated (Figure 5K), interestingly leaving the BAT marker genes *Ucp1*, *Cidea*, *Prdm16*, and *Cebpb* not affected (Figure 5L). 

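The paper does not state whether the RNA-seq and the qRT-PCR used the same fetuses. In the RNA-seq libraries, 14 of the 15 tested myogenic regulatory genes were higher in fructose, with a median log2 fold change of 1.06 (camera adjusted p = 8.6e-05). Of these, 7 were higher at an adjusted p-value under 0.05 over all genes tested in edgeR's quasi-likelihood test, and 9 when adjusted over the list alone. The median was 0.79 without control replicate 1 and 0.63 with the length and GC content trends removed. Myog (chromosome 1, 134289989 to 134292548) was at 0.544 ± 0.172 CPM in control and 2.32 ± 0.71 CPM in fructose (SD, n = 2 libraries each). Its log2 fold change was 2.09 (standard error 0.42, adjusted p = 0.0049 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the same edgeR test, Mef2c had a log2 fold change of 1.13 (standard error 0.17, adjusted p = 0.0012), Myh1 1.71 (standard error 0.36, adjusted p = 0.0057), Myh7 1.84 (standard error 0.36, adjusted p = 0.0043) and Tnnc2 1.41 (standard error 0.16, adjusted p = 0.00030). Fructose library 1 carried much of the change of Myh7, which was 1.09 without it, and DESeq2 did not call Myh7 (adjusted p = 0.051). Mef2c lost its call with both trends removed (log2 fold change 0.51, edgeR adjusted p = 0.056). Myod1 had 6, 6, 8 and 10 counts and Myh4 0, 0, 2 and 14 counts in control libraries 1 and 2 and fructose libraries 1 and 2, too few for the test. The counts of Myh4 came almost wholly from fructose library 2, so no bound is given for it. Igf2 was at 967 ± 39.6 CPM in control and 1050.1 ± 47 CPM in fructose (SD, n = 2 libraries each), a difference that the test did not call (log2 fold change 0.12, edgeR adjusted p = 0.34), and its direction turned with the gene length trend removed (-0.0090). Igf2bp3 was higher by 0.77 (standard error 0.24, edgeR adjusted p = 0.034), but was not called by DESeq2 (adjusted p = 0.14) or with either trend removed.
The 20 pan-adipocyte genes had a median log2 fold change of -0.14, with 15 lower and 5 higher, and camera did not call them as a list (adjusted p = 0.061). Their median was -0.21 without fructose replicate 1, -0.068 with the gene length trend removed, -0.079 when scaled by library size only and -0.0063 with both trends removed. At an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 8 were lower and 2 higher, over all genes tested and also adjusted over the list alone. Cebpa (chromosome 7, 35119293 to 35121928) fell from 965 ± 68.9 to 742 ± 3.65 CPM (SD, n = 2 libraries each), a log2 fold change of -0.38 (standard error 0.09, edgeR adjusted p = 0.0093). Adipoq had a log2 fold change of -0.28 (standard error 0.09, edgeR adjusted p = 0.038). Pparg and Fabp4 were not called lower by edgeR, with log2 fold changes of -0.12 (adjusted p = 0.32) and -0.13 (adjusted p = 0.36). Pparg turned to 0.03 with the gene length trend removed, and Fabp4 was called with the GC content trend removed (-0.46, edgeR adjusted p = 0.010). The call of Cebpa was lost with the GC content trend removed (-0.12), and that of Adipoq with the gene length trend removed (-0.035) or when scaled by library size only (-0.22). With both trends removed, edgeR called neither Cebpa (-0.12, adjusted p = 0.45) nor Adipoq (-0.17, adjusted p = 0.30). The 25 brown-adipocyte genes had a median of 0.10, with 13 higher and 12 lower, and were not called by camera (adjusted p = 0.83). This median was 0.060 without fructose replicate 1, 0.0023 with the GC content trend removed and 0.0086 with both trends removed. Of these, 5 were higher and 5 lower at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, over all genes tested and adjusted over the list alone. Ucp1 (chromosome 8, 83290352 to 83298452) was at 11069.6 ± 1924 CPM in control and 10309 ± 989 CPM in fructose (SD, n = 2 libraries each), a difference within the spread between libraries (log2 fold change -0.10, edgeR adjusted p = 0.59). Cidea (-0.0021, standard error 0.09) and Prdm16 (0.27, standard error 0.17) were not called either, and Ucp1, Cidea and Prdm16 each changed sign when a library was left out. Cebpb was lower by edgeR's test (log2 fold change -0.44, standard error 0.11, adjusted p = 0.011), and not with either trend removed. Ppara was higher by 0.76 (standard error 0.09, edgeR adjusted p = 0.00035) and Ebf2 by 0.55 (standard error 0.08, edgeR adjusted p = 0.0011), the latter not called with both trends removed (0.23).

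**Figure D3:**
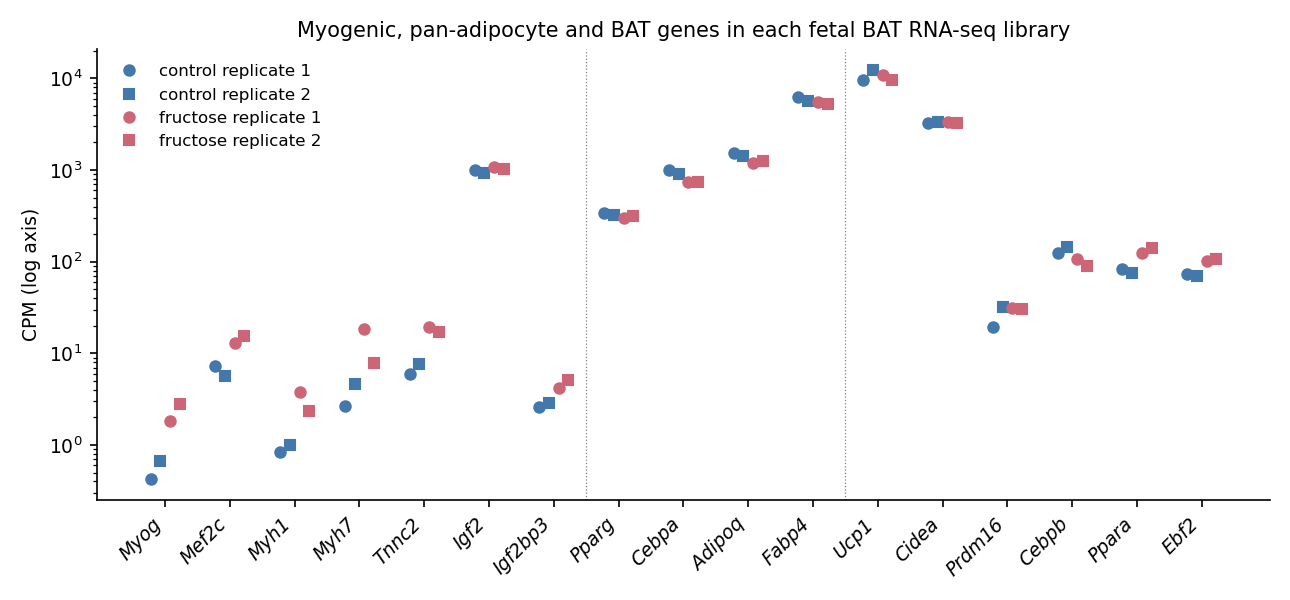
Level of myogenic, pan-adipocyte and BAT genes in each RNA-seq library (CPM after TMM normalization, log axis), with 1 symbol per library and dotted lines between the 3 groups of genes. Myog lies below 1 CPM in both control libraries, while Ucp1 and Fabp4 have the highest levels shown in all 4 libraries.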

Because it has already known that the myogenic pathway is usually inhibited during BAT development and abnormal activation of this pathway leads to BAT dysfunction and metabolic disorders (18, 20, 21, 27), thus our findings suggest that the induction of myogenic signature in fetal BAT partially results in the impairment of the BAT development and function in HF offspring.

**FIGURE 5:**
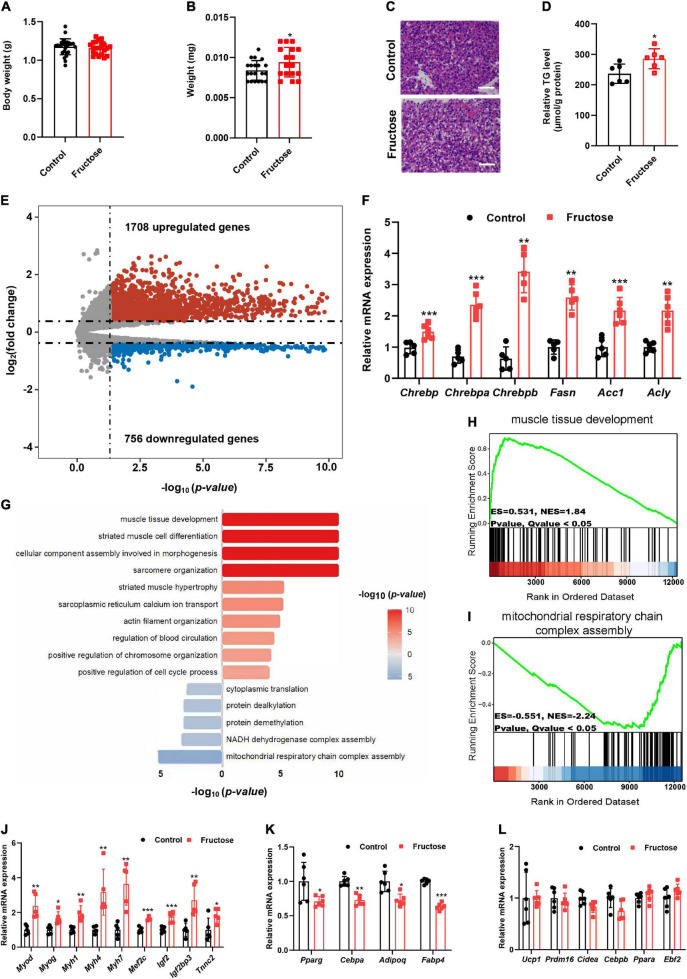
Maternal high-fructose intake during pregnancy induces a myogenic signature in fetal brown fat. All data were collected from fetuses at E18.5. **(A)** Bodyweight of fetuses (*n* = 22–27). **(B)** Fetal BAT weight (*n* = 17–20). **(C)** H&E staining of paraffin sections of fetal BAT. Scale bar, 50 μm. **(D)** Quantification of triglyceride content in fetal BAT (*n* = 6). **(E)** Volcano plot comparison of genes in fetal BAT regulated by maternal high-fructose versus the control (*n* = 2 per group). **(F)** qRT-PCR analysis the levels of *Chrebp* and its target genes in fetal BAT (*n* = 5–6). **(G)** Gene Set Enrichment Analysis (GSEA) of differentially expressed genes. **(H,I)** GSEA analysis of the most significant upregulated and downregulated pathways. **(J–L)** qRT-PCR analysis of myogenic genes, pan-adipocyte genes, and brown fat selective genes in fetal BAT (*n* = 5–6). *p < 0.05, **p < 0.01, ***p < 0.001.

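Among the genes in the volcano comparison with an adjusted p-value under 0.05 and both fructose libraries on the same side of both control libraries, the 5 with the highest log2 fold change included Gm10778, Zfp960, Tmem71 and Myh2, which are described here. Myh2 (ENSMUSG00000033196) is a fast myosin heavy chain on chromosome 11 from 67171027 to 67197517. It had 3 counts in each control library and 64 and 38 counts in the fructose libraries. Its log2 fold change was 3.70 (standard error 0.55, edgeR adjusted p = 0.0011), and 3.21 without fructose replicate 1. Its paralogs Myh1 and Myh4 lie beside it, and the authors' counting could have split reads between these genes. Gm10778 on chromosome 10 (81649059 to 81667361) had 0 counts in both control libraries and 13 and 21 counts in the fructose libraries, which is at least 4.30-fold higher. Zfp960 on chromosome 17 (17064113 to 17089628) had 0 control counts and 13 and 15 fructose counts, at least 3.57-fold higher. Zinc finger genes such as Zfp960 have close paralogs, so its reads could also have been split. Tmem71 on chromosome 15 (66526212 to 66561103) had 1 and 0 control counts and 11 and 18 fructose counts, at least 3.67-fold higher, and its fitted log2 fold change moved from 3.41 without control replicate 2 to 6.75 without control replicate 1.
The 5 genes with the lowest log2 fold change were Eif2s3y, Ddx3y, Kdm5d, Uty and Hydin, of which the first 4 are on chromosome Y. Eif2s3y (1010543 to 1028847) had 155 and 146 counts in the control libraries, Ddx3y (1260771 to 1286629) had 130 and 119, Kdm5d (897788 to 956786) had 78 and 69, and Uty (1096861 to 1245759) had 59 and 56. With 0 counts in the fructose libraries, they were at least 61.3-fold, 50.7-fold, 29.9-fold and 23.4-fold lower, respectively. Female fetuses in the fructose libraries are a candidate explanation, so these 4 genes may mark sex rather than an effect of fructose. Hydin on chromosome 8 (110266977 to 110610253) was at 0.673 ± 0.168 CPM in control and 0.146 ± 0.0818 CPM in fructose (SD, n = 2 libraries each), with 15 and 10 control counts and 2 and 5 fructose counts. Its log2 fold change was -2.14 (standard error 0.66, adjusted p = 0.032 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from -2.84 without fructose replicate 2 to -1.69 without fructose replicate 1.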

### Brown Adipose Tissue Myogenic Programming Can Be Acutely Induced by Fructose Administration

Next, to further reveal how maternal high-fructose feeding activates fetal BAT myogenic gene program, we first measured the circulating fructose and glucose levels in fetal blood at E18.5. Interestingly, the glucose level was comparable between the two groups (Figure 6A); however, fetal HF offspring showed about 1.5-folds higher plasma fructose levels than the controls (Figure 6B). Moreover, the expression of the fructose transporter gene *Glut5* in BAT was also strikingly upregulated in fetal HF offspring (Figure 6C). These data suggest that maternal-derived fructose may directly play a regulatory role in fetal BAT development. Then, to test whether blood fructose elevation is sufficient to induce myogenic signature in BAT, we fasted male mice for 24 h and then acutely fed mice with fructose or water through gavage. About 6 h later, mice BAT were isolated and analyzed by qRT-PCR. As expected, the acute high-fructose feeding significantly upregulated the levels of *Chrebp* and its target genes (Figure 6D). Strikingly, it also activated the expression of myogenic genes, such as *Myh1, Myh4*, and *Myh7* (Figure 6E). Of note, interestingly, the thermogenic gene was differentially regulated by the acute high-fructose challenge. Specifically, mRNA levels of *Dio2* and *Pgc1a* were dramatically elevated but *Ebf2*, *Ppara*, and *Cebpb* were significantly downregulated (Figure 6F). Overall, these data indicate that dietary fructose could activate BAT myogenic gene program. Taken together, these data support that maternal high-fructose feeding induces fetal BAT myogenic signature probably through a fructose-to-BAT mechanism.

**FIGURE 6:**
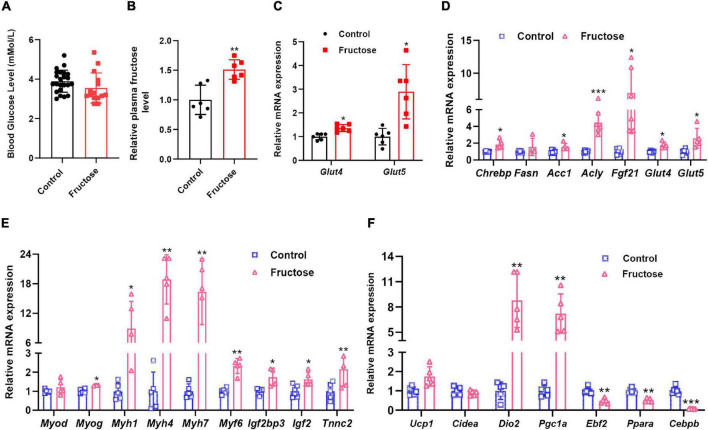
Brown adipose tissue myogenic programming can be acutely induced by fructose administration. **(A)** The blood glucose level in fetuses at E18.5 (*n* = 15–23). **(B)** The relative level of plasma fructose in fetuses at E18.5 (*n* = 6). **(C)** qRT-PCR analysis of *Glut4* and *Glut5* expression in BAT of fetuses at E18.5 (*n* = 6). qRT-PCR analysis of lipogenic genes **(D)**, myogenic genes **(E)**, and thermogenic genes **(F)** in BAT of mice gavaged with fructose or water (*n* = 4–6). *p < 0.05, **p < 0.01, ***p < 0.001.

## Discussion

In this study, we explored the effects and potential mechanisms underlying maternal high-fructose intake on offspring metabolic health. We found maternal high-fructose feeding predisposed adult offspring to HFD-induced obesity, fatty liver, and insulin resistance. Mechanistically, maternal-derived fructose hampered the fetal BAT development partially *via* inducing a myogenic signature in fetal BAT and resultantly impaired HFD-induced thermogenesis in adult mice (Figure 7). Thus, this study provides evidence for a pregnant woman to control their daily fructose intake. Also, this study reveals a previously uncovered myogenic pathway that probably mediates the detrimental effects of excess fructose consumption on metabolism.

**FIGURE 7:**
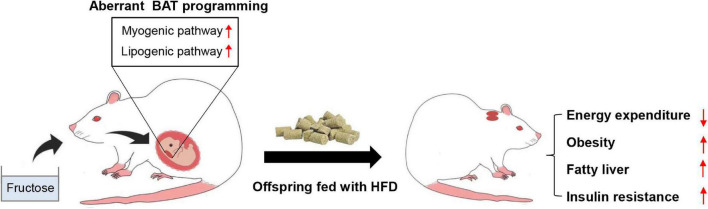
A model depicting the effects of maternal high-fructose feeding on offspring BAT development and metabolic health. Maternal high-fructose feeding during gestation reprograms brown fat lineage specification, especially exhibiting activated myogenic pathway and lipogenic pathway, which probably results in the impairment of HFD-induced energy expenditure and the predisposition of HFD-induced obesity, fatty liver, and insulin resistance in adult offspring. *p < 0.05, **p < 0.01, ***p < 0.001.

Maternal nutrition plays a pivotal role in determining descendant metabolic health (3); therefore, it is important to clarify the effects of primary nutrients in our daily diet on the health of the offspring, to provide dietary guidance for the pregnant women to protect the health of offspring. Fructose is widely used as a food and drink sweetener, and excess consumption of fructose is considered as a major contributor to the global obesity epidemic (6). However, whether maternal high-fructose intake is also responsible for obesity prevalence remains largely unknown. In this study, we found that offspring delivered from dams fed with high-fructose water were prone to HFD-induced obesity, fatty liver, and insulin resistance (Figure 2). To our knowledge, this is the first report comprehensively describing the effects of maternal high-fructose feeding on adult offspring metabolic health. Interestingly, we noticed that the adverse metabolic consequences caused by maternal high-fructose feeding to adult offspring are similar to that caused by maternal HFD feeding (28, 29), thus our study highlights the importance of the diet intake control of fructose besides fat, especially during the period of pregnancy.

Then, we explored the underlying mechanism from the angle of energy metabolism and found HF offspring showed impaired energy expenditure only on a HFD but not on a CD (Figure 3 and Supplementary Figure 2). This finding not only explains why offspring with a CD do not develop obesity but also indicates that the heat-production organ, namely, BAT, is probably involved in this adverse process. Indeed, histological and molecular examination confirmed that the function of BAT is disrupted in HFD-fed HF offspring (Figures 3, 4). Although we are unable to exclude the contributions of other organs, BAT dysfunction is definitely a major player in the development of obesity and metabolic disorders in HF offspring.

The fetal BAT development has a profound effect on adult BAT function and global energy homeostasis in later life (30, 31). Studies showed that maternal nutrition influences the metabolic health of the adult offspring partially by affecting fetal BAT development. For instance, maternal HFD results in offspring metabolic disorders *via* inhibiting fetal BAT development (28, 32), whereas maternal resveratrol or n-3 PUAF supplementation ameliorates HFD-induced obesity through enhancing offspring BAT development (33, 34). However, to date, whether maternal high-fructose feeding also adversely affects fetal BAT development is still unknown. To this end, we closely examined fetal BAT morphology and gene expression profiles (Figure 5). As expected, maternal high-fructose feeding increased fetal BAT lipid deposition and elevated expression of genes in the *de novo* lipogenesis pathway (Figures 5C,D,F). That is probably because plasma fructose level in fetuses is significantly increased after dams fed with a high-fructose drink (Figure 6B), and it is already known that fructose-derived intermediate metabolites can activate the transcriptional activity of ChREBP, a major lipogenic transcription factor in adipose tissue (35). Of note, it was reported recently that overexpression of *Chrebpb*, a constitutively active isoform of ChREBP (36), exclusively in BAT increased the lipid droplet size and impaired BAT thermogenic function (26). Therefore, activating the ChREBP-mediated pathway in fetal BAT may also partially contribute to the adverse metabolic phenotypes observed in HF offspring. However, unexpectedly, the GSEA result clearly displayed that the most predominantly upregulated pathway in fetal BAT was muscle tissue development but not lipogenesis (Figure 5G). 

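In the fetal BAT libraries, 17 of the 21 tested lipogenic genes were higher in fructose, with a median log2 fold change of 0.39 (interquartile range 0.17 to 0.63, camera adjusted p = 0.015 over the 8 lists). Of these, 12 were higher and 2 lower at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, both over all genes tested and adjusted over the list alone. The list was not called by fgsea (adjusted p = 0.072). Mlxipl, which encodes ChREBP and lies on chromosome 5 from 135089890 to 135138382, was at 106 ± 7.88 CPM in control and 142 ± 23 CPM in fructose (SD, n = 2 libraries each). Its log2 fold change was 0.42 (standard error 0.11, adjusted p = 0.015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fasn had a log2 fold change of 0.58 (standard error 0.19, edgeR adjusted p = 0.038), Acaca, the paper's Acc1, 0.51 (standard error 0.12, edgeR adjusted p = 0.011) and Acly 0.59 (standard error 0.15, edgeR adjusted p = 0.013). Fructose library 1 carried much of these changes, and without it they were 0.25 for Mlxipl, 0.22 for Fasn, 0.28 for Acaca and 0.27 for Acly. DESeq2 did not call Fasn (adjusted p = 0.33) or Acly (adjusted p = 0.15), and with the gene length trend removed edgeR did not call Fasn (0.12) or Acaca (0.065). With both trends removed, edgeR did not call Fasn (0.32, adjusted p = 0.33) or Acaca (0.11, adjusted p = 0.69). It still called Mlxipl (0.53, adjusted p = 0.012) and Acly (0.57, adjusted p = 0.037) under that setting. Cholesterol biosynthesis (22 genes, median 0.37) ranked 5 among the higher Reactome pathways by camera (adjusted p = 0.035), and was not called by fgsea.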

Because the myogenic pathway is usually inhibited during BAT determination (17), and alleviating this inhibition always leads to BAT developmental delay and metabolic disorders in later life (18, 20, 21, 27), thus fructose-induced activation of myogenic programming in fetal BAT could be a leading contributor to the BAT dysfunction and later metabolic disorders.

Currently, we do not know exactly how maternal-derived fructose activates fetal BAT myogenic programming, however, based on the finding that fructose solution gavage acutely activates BAT lipogenic and myogenic pathways (Figures 6D,E), one possibility is that circulating fructose can directly act on the BAT and regulate target genes expression. Of note, fructose can be rapidly catalyzed by Ketohexokinase (KHK) to generate fructose-1-phosphate (F-1-P) once entering cells through transporter GLUT5 (37), thus it could be the intermediate metabolites of fructose but not fructose itself that exerts the regulatory function. Therefore, as the major organs for fructose metabolism, the liver and small intestine may be also involved in the regulation of fetal BAT myogenic programming. To date, although there are no reports regarding fructose intermediate metabolites in regulating myogenesis, we noticed that one recent study showed that myoblast cellular level of fructose-1,6-bisphosphate (F-1-6-P), a glucose intermediate metabolite, maintains the protein stability of MyoD (38), a key myogenic factor. Since F-1-P has a similar structure with F-1-6-P, it is possible that F-1-P may also regulate BAT MyoD protein stability in the same way with F-1-6-P, but more studies are required to test this possibility in the future.

## Conclusion

In summary, we have demonstrated that maternal high-fructose exposure induces myogenic signature in fetal BAT and impairs fetal BAT development and HFD-induced energy expenditure, which predisposes adult offspring to obesogenic diet-induced obesity and metabolic disorders. This study highlights the importance of limiting the intake of fructose-enriched diets in pregnancy to protect offspring metabolic health in later life.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE193031.

## Ethics Statement

The animal study was reviewed and approved by the Animal Ethics Committee of Guangxi University.

## Author Contributions

ZS conceived, designed, and supervised the study. PW and TW performed most of the experiments and data analyses. ZS and PW wrote the manuscript. QF, QL, and YaL participated in the experiments. TH, YiL, and LZ provided scientific advice and discussion. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Maternal High-Fructose Intake Activates Myogenic Program in Fetal Brown Fat and Predisposes Offspring to Diet-Induced Metabolic Dysfunctions in Adulthood
**Source:** Front Nutr. 2022 Apr 11;9:848983. doi: 10.3389/fnut.2022.848983
**Supplement:** Supplementary file 3

Supplementary Table 1. The sequence of qPCR primers used in this study.

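The table lists a forward and a reverse primer for each of 38 products, which amplify a short stretch of cDNA whose amount qRT-PCR then follows. Each pair was matched without mismatches to the transcripts of the GENCODE annotation of GRCm38. Of the 38 pairs, 31 matched transcripts of exactly 1 gene. Over all pairs with a product, including those that matched more than 1 gene, products were from 62 to 184 bp (median 112 bp). The product spanned an intron for 21 pairs, so that genomic DNA would give a longer product or none, and lay within 1 exon for 13 pairs. The Myog product of 173 bp lies in exon 1 on chromosome 1 from 134290278 to 134290450, and the Ucp1 product of 97 bp spans exons 5 and 6 on chromosome 8 from 83295282 to 83297885. The Glut5 (Slc2a5) product of 64 bp spans exons 3 and 4 on chromosome 4 from 150120727 to 150125614. The 3 pairs for Chrebp, Chrebpa and Chrebpb all match Mlxipl. The Chrebpa and Chrebpb products start at 135107170 and 135090038 on chromosome 5, in different first exons of the gene, and the Chrebp product lies in exons 14 to 16. Pairs for Cox5b and Cpt1b each matched 2 genes and the pair for Cyt-c (Cycs) matched 6. For 3 pairs (Cox8b, Psat1 and Resistin) a product was found with the forward and reverse primers exchanged. No product on an annotated transcript was found for 4 pairs (Igf2, Igf2bp3, Tnnc2 and Serpin3ak), when matched to the gene named and to all other annotated genes.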

| **The sequence of qPCR primers** | | | |
| --- | --- | --- | --- |
| **Gene** | **Speices** | **Forward Primer (5'-3')** | **Reverse Primer (5'-3')** |
| *Acc1* | Mouse | CCGAGAAAGCAGGGGATCTG | TACCCGACGCATGGTTTTCA |
| *Ac**ly* | Mouse | GCTGTGCAGGGCATGCTGGA | CCATGGCAGCCACTGAGGGC |
| *Adipoq* | Mouse | GCCGCTTATGTGTATCGCTCAG | TTGCCAGTGCTGCCGTCATA |
| *Cebpa* | Mouse | TGGACAAGAACAGCAACGAG | TCACTGGTCAACTCCAGCAC |
| *Cebpb* | Mouse | GACTGACGCAACACACGTGTAA | ATCAACAACCCCGCAGGAA |
| *Chrebp* | Mouse | GCTCAACGCTGCCATCAACTTG | GGTCGGATGAGGATGCTGAACA |
| *Chrebpa* | Mouse | ATCCGACACTCACCCACCTCTT | GCTCTCCAGATGGCGTTGTTCA |
| *Chrebpb* | Mouse | TCTGCAGATCGCGTGGAG | CTTGTCCCGGCATAGCAAC |
| *Cidea* | Mouse | ACCTTAAGGGACAACACGCAT | TTTGGTTGCTTGCAGACTGG |
| *Cox5b* | Mouse | GCTGCATCTGTGAAGAGGACAAC | CAGCTTGTAATGGGTTCCACAGT |
| *Cox8b* | Mouse | GAACCATGAAGCCAACGACT | GCGAAGTTCACAGTGGTTCC |
| *Cpt1b* | Mouse | TGTCTACCTCCGAAGCAGGA | TGAACGGCATTGCCTAGACG |
| *Cyt-c* | Mouse | GCAAGCATAAGACTGGACCAAA | TTGTTGGCATCTGTGTAAGAGAATC |
| *Dio2* | Mouse | CAGTGTGGTGCACGTCTCCAATC | TGAACCAAAGTTGACCACCAG |
| *Ebf2* | Mouse | ATCCGCAACACAAGCAGCATCT | CCGTGGGTGAGCCATTCAGAAA |
| *Fabp4* | Mouse | AAGAAGTGGGAGTGGGCTTTG | CTCTTCACCTTCCTGTCGTCTG |
| *Fasn* | Mouse | CACTGCATTGACGGCCGGGT | GGACAAGCCCAGGCTGCGAG |
| *Fgf21* | Mouse | TCCAGTTTGGGGGTCAAGTC | ACCACTGTTCCATCCTCCCT |
| *Glut4* | Mouse | GTCCTCCTGCTTGGCTTCTTCA | ACTGGGTTTCACCTCCTGCTCT |
| *Glut5* | Mouse | AGAGCAACGATGGAGGAAAA | CCAGAGCAAGGACCAATGTC |
| *Igf2* | Mouse | AGGATCAACCGTGGCATTGT | TCTGACTTGACGGACTTGGC |
| *Igf2bp3* | Mouse | GCTGCTGCTGCTTCATATCCAC | CCTGCTTGCCAATAATAGCTCCA |
| *Mef2c* | Mouse | ATCCCGATGCAGACGATTCAG | AACAGCACACAATCTTTGCCT |
| *Myf6* | Mouse | GCTAAGGAAGGAGGAGCAAA | GAAGAAAGGCGCTGAAGACT |
| *Myh1* | Mouse | GGACCCACGGTCGAAGTTG | CCCGAAAACGGCCATCT |
| *Myh4* | Mouse | CAATCAGGAACCTTCGGAACAC | GTCCTGGCCTCTGAGAGCAT |
| *Myh7* | Mouse | ATGAGCTGGAGGCTGAGCA | TGCAGCCGCAGTAGGTTCTT |
| *Myod* | Mouse | GGCTCTCTCTGCTCCTTTGA | GTAGGGAAGTGTGCGTGCTC |
| *Myog* | Mouse | AGGAAGTCTGTGTCGGTGGA | AGGCGCTCAATGTACTGGAT |
| *Pgc1a* | Mouse | AGCCGTGACCACTGACAACGAG | GCTGCATGGTTCTGAGTGCTAAG |
| *Ppara* | Mouse | CCGGGAGGCGTTTCCTGAG | CAGGCCACAGAGCGCTAA |
| *Pparg* | Mouse | CCAAGAATACCAAAGTGCGATCA | CCCACAGACTCGGCACTCAAT |
| *Prdm16* | Mouse | AGCTGAGGAAGCATTTGAAGT | GAGAGGGACAGCATCATTGC |
| *Psat1* | Mouse | TACCGCCTTGTCAAGAAACC | AGTGGAGCGCCAGAATAGAA |
| *Resistin* | Mouse | CTGTCCAGTCTATCCTTGCACAC | CAGAAGGCACAGCAGTCTTGA |
| *Serpin3ak* | Mouse | GGCTGAAGGCAAAGTCAGTGT | TGGAATCTGTCCTGCTGTCCT |
| *Tnnc2* | Mouse | CGGCTCCATCGACTTTGAAG | AGCAGCTCATCGATCTCCTC |
| *Ucp1* | Mouse | TACCCAAGCGTACCAAGCTG | ACCCGAGTCGCAGAAAAGAA |

How the deposited data were processed for this re-analysis (not part of the article)

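Fetal BAT at E18.5 from dams given tap water or 20% (w/v) fructose water was analysed by RNA-seq, with 2 libraries per group and 4 libraries in all. The authors made the deposited counts by filtering reads with Fastp, mapping them to mm10 with Bowtie2 and Tophat, assembling transcripts with StringTie, merging them with Cuffmerge and taking the number of reads on each gene. The deposited values are raw counts per gene, with no normalization and no pooling of libraries. The paper's text does not name the counting tool, its treatment of strand or of reads matching more than 1 gene, or the annotation release, so values of paralogs and of overlapping genes are uncertain. The 4 deposited tables of separate libraries held the same counts as the table of all libraries. That table lists 22298 genes by their Ensembl identifiers, of which 43 had no match in the GENCODE annotation of GRCm38 (mm10) used for symbols, coordinates, transcript lengths and GC content.

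Total counts per library were 19224529 and 18542897 in control and 22461298 and 23645147 in fructose, and 15008, 14859, 15311 and 15411 genes had at least 1 count in these libraries. A level is written as CPM (counts scaled to the library's total) after TMM normalization, with factors of 0.986, 0.972, 1.01 and 1.04. A gene under 3 counts in both libraries of a group has only a lower bound for its fold change, computed against 3 counts. Myh2, at 3 counts in each control library, is given its fitted log2 fold change instead.

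Genes kept by edgeR's filterByExpr (12888 genes) were tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), two-sided, with Benjamini-Hochberg adjustment, and with no covariate. The thresholds of the paper's methods, an unadjusted p-value under 0.05 and a fold change above 1.3, were applied beside an adjusted p-value under 0.05. Gene lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, over 8 lists tied to the paper's Figure 5 (sarcomere and contraction, myogenic regulatory, nuclear-encoded respiratory chain, respiratory chain assembly, cytosolic ribosomal protein, lipogenic, pan-adipocyte and brown-adipocyte genes) and, as a separate family, over 14 other lists. The other lists hold mitochondrially encoded, cardiomyocyte, cartilage and bone, cell-cycle, endothelial, epidermis, erythroid, fetal imprinted growth, fibroblast and extracellular matrix, fructose uptake and metabolism, liver, macrophage, Schwann cell and nerve, and smooth muscle genes. Of 589 listed genes, 584 were found by symbol. A few genes are in more than 1 list, namely Des (sarcomere and smooth muscle), Igf2 (myogenic regulatory and fetal imprinted growth), Myocd (myogenic regulatory and smooth muscle) and S100b (brown-adipocyte and Schwann cell). Reactome pathways with 15 to 500 tested genes were tested with camera in the same way and with fgsea 1.28.0. The sample groups, tests, gene lists and alternatives were chosen before the data were examined, apart from those named as chosen after seeing the data.

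The genes named in the text are those the paper measured in fetal BAT (Figures 5F, 5J–L and 6C), the 5 with the highest and the 5 with the lowest log2 fold change among genes with an adjusted p-value under 0.05 whose fructose libraries lie on the same side of both control libraries, the 5 genes of each list with the highest level, and the Y-linked genes. Tbp and the genes that escape X inactivation were chosen after their values were seen. Not every gene these rules select is described in the text.

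The alternatives were DESeq2 1.42.0 (Wald test), DESeq2's size factors within edgeR, scaling by library size only, no filter on low counts, at least 10 counts in every library, the replicate number as a block, removal of the transcript length or the GC content trend from each library (lowess, span 0.3, as offsets), each of these with the block, library sizes without mitochondrially encoded and haemoglobin genes, other gene set tests and each library left out in turn. Removal of both trends together was added after seeing the data. Leaving out a library leaves 1 library in its group, so these fits give values and no test. With 2 libraries against 2, splits of the samples were not counted.

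The tests were checked on simulated counts for the 12888 tested genes, of which 200 were changed 2-fold. At an adjusted p-value under 0.05, edgeR recovered 81% of the changed genes and called 6 unchanged genes, DESeq2 recovered 73% and called 3, and edgeR with the replicate block recovered 78.5% and called 2. Trend removal on simulated counts lowered a rank correlation with length from 0.79 to 0.0133 and left the median log2 fold change of 60 genes changed 2-fold at 1.00. That simulation had a length trend and no GC content trend, and its 60 genes were drawn at random. It therefore does not check lists made up of short or low-GC transcripts. Primer pairs of Supplementary Table 1 were matched to annotated transcripts with Python 3.11.15. The gene ontology sets of the paper's GSEA and Xist were not analysed here, and neither were the qRT-PCR, histology or metabolic measurements.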

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

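Of the tests in this part, those on read depth and on X-linked escape genes and the test for more mitochondria were chosen only after the result was seen.

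A signal on the sex chromosomes appears in genes the paper does not discuss. The Y-linked genes Eif2s3y, Ddx3y, Kdm5d and Uty had 422 and 390 counts in the control libraries and 0 in both fructose libraries, although the labels and the paper's methods give male fetuses in both groups. At the rate of the control libraries, 991 counts on these genes were expected in the fructose libraries together, which argues against too few reads. Another pair of Y-linked genes, Gm21244 and Gm20826, had counts in all 4 libraries (75, 67, 100 and 107 for Gm21244), but 18.6% of their stretches of 75 bases are shared with genes off the Y chromosome, against 0% for Eif2s3y and Ddx3y, 0.6% for Kdm5d and 1.4% for Uty. Genes that escape X inactivation in mouse are expressed from both X chromosomes of a female. The median log2 fold change of 6 such genes (Ddx3x, Eif2s3x, Kdm5c, Kdm6a, Pbdc1 and Utp14a) was 0.71, against 0.12 for 407 other X-linked genes, and 10000 random sets of 6 X-linked genes reached it with p = 0.04 (one-sided permutation test). With the length and GC content trends removed, the median was 0.56 (p = 0.01 by the same permutation test). Of the 6 genes, Pbdc1 and Utp14a were not called by edgeR. A candidate explanation is that the fructose libraries hold BAT of female fetuses. Whether this came from the sexing of the fetuses or from an exchange of samples was not tested. If so, sex goes with diet in every comparison of these libraries.

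The 13 mitochondrially encoded protein genes, which the paper does not discuss, were all higher in fructose, with a median log2 fold change of 0.92 (camera adjusted p = 5.0e-07 over the 14 other lists). The call held under fry (adjusted p = 1.0e-04) and not under camera with an estimated correlation (adjusted p = 0.39). The nuclear-encoded subunits of the same complexes did not rise with them as a list. Their median was -0.14 after removal of the length and GC content trends, and -0.07 with the length trend alone removed. These are mRNA levels, which do not measure the number of mitochondria, so more mitochondria as the cause stays open. The length and GC content trend cannot be told apart from a change of these genes. The list has a median GC content of 37.1% and a median transcript length of 784 bases, near the edge of the tested genes, where the trend is estimated from few genes. Its median was 1.21 with the length trend removed, 0.23 with the GC content trend removed (camera adjusted p = 0.30, not called) and 0.56 with both removed (camera adjusted p = 0.00016, 11 genes higher), the last an alternative chosen after seeing the data. Across the libraries, mitochondrially encoded genes took between 5.89% and 11.2% of the counts, and library sizes without them and without haemoglobin genes left 1993 genes higher and 1371 lower at an adjusted p-value under 0.05. No further biological explanation was tested, and sex and diet both stay open.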

How the results depend on the processing

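The alternatives chosen after seeing the data are those that remove the length and GC content trends together. Where a value changed, the cause was not tested.

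At the thresholds of the paper's methods, 1069 genes were higher with both trends removed and 423 were lower with library size only, against 2267 and 797. At an adjusted p-value under 0.05, higher genes numbered 1280 with DESeq2, 1187 with the gene length trend removed, 1112 with the GC content trend removed, 1257 with the replicate block and the length trend removed, and 496 with both trends removed, against 2001. Lower genes numbered 857 with library size only, 824 with the length trend removed, 772 with the replicate block and the length trend removed, and 591 with both trends removed, against 1379. The other alternatives stayed within 1.5 times.

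Replicates 1 and 2 of the groups share only a number. The correlation of the deviations of same-numbered libraries from their group means was -0.0266 across 12888 genes, and neither the labels nor the paper name a shared litter or batch. With the replicate number as a block, 2117 genes were higher and 1441 lower at an adjusted p-value under 0.05, and Adipoq and Atp5b were not called.

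The sarcomere list kept its direction under every alternative, from 1.19 with at least 10 counts in every library to 1.32 with library size only, and Striated Muscle Contraction ranked 1 under all 5 alternatives run. Under fry and under camera with an estimated correlation, which leave the medians as they are, none of the 8 lists was called. The sarcomere (1.26), myogenic regulatory (1.06), nuclear-encoded respiratory (-0.32), assembly (-0.17), ribosomal (-0.45) and lipogenic genes (0.39) lost their calls. Their adjusted p ranged from 0.067 to 0.17 under fry and from 0.41 to 0.53 under estimated correlation. The lipogenic list (0.39) also lost its call under fgsea (adjusted p = 0.072), and the nearest Reactome pathway, at 0.42, was not called (camera adjusted p = 0.39). The assembly factors were at -0.0044 with the length trend removed and at -0.0067 with the replicate block and the length trend removed, and were not called by camera (adjusted p = 0.59 and 0.50). The pan-adipocyte list was called with no filter on low counts (-0.13, camera adjusted p = 0.042), and was near 0 and not called with both trends removed (-0.0063, camera adjusted p = 0.32). Respiratory electron transport was not called under fgsea (rank 28), with the length trend removed (rank 408) or with both removed (rank 59), with adjusted p from 0.061 to 0.97 under these settings.

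With each library left out in turn, the medians ranged from 1.05 to 1.51 (sarcomere), 0.79 to 1.13 (myogenic regulatory), -0.33 to -0.30 (nuclear-encoded respiratory), -0.20 to -0.12 (assembly), -0.54 to -0.34 (ribosomal), 0.27 to 0.44 (lipogenic), -0.21 to -0.10 (pan-adipocyte) and 0.060 to 0.14 (brown-adipocyte). The pan-adipocyte and brown-adipocyte medians moved by more than 1.5 times, both without fructose replicate 1.

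Some genes that were not called changed sign. With the length trend removed, Igf2 was at -0.0090, Pparg at 0.030, Ucp1 at 0.097, Prdm16 at -0.15, Cidea at 0.27, Slc2a4 at 0.0060 and Tpm3 at 0.073. With the GC content trend removed, Cidea was at 0.14, Slc2a4 at 0.11 and mt-Nd5, called without it, at -0.13. With both removed, Prdm16 was at -0.0096, Cidea at 0.30, Slc2a4 at 0.091 and Tpm3 at 0.044. With library size only, Cidea was at 0.059, Slc2a4 at 0.043 and Tpm3 at 0.017. Among the other results for named genes, 40 lost their call, 6 gained 1 and 2 (Gm10778 and Zfp960 under DESeq2) moved and had no adjusted p. Counts limit Myod1, Myh4, Gm10778, Zfp960 and Tmem71, which have at most 21 counts in any library.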

Differences from the paper's values

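None of the counts of differentially expressed genes in the main analysis differed from the paper's by more than 1.5 times. By edgeR's quasi-likelihood test and the thresholds of the paper's methods, 3064 genes were called against the paper's 2464, 2267 higher against the paper's 1708 and 797 lower against the paper's 756. With DESeq2, the tool the paper's methods name, the counts were 2525, 1765 and 760. Among the alternatives set before the data were examined, scaling by library size only gave 2571 higher and 423 lower genes, both further than 1.5 times from the paper's, and the other alternatives did not. With both trends removed, an alternative chosen after seeing the data, 1069 genes were higher and 729 lower. The 1069 were further than 1.5 times from the paper's 1708.

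Some results of the RNA-seq libraries disagree with statements the paper makes from qRT-PCR or from its figures. Whether the qRT-PCR used the same fetuses is not stated in the paper. The paper gives the fetuses as male, while Eif2s3y, Ddx3y, Kdm5d and Uty had 0 counts in both fructose libraries. The paper reports Igf2 as upregulated, and here its log2 fold change was 0.12 (adjusted p = 0.34 from edgeR's quasi-likelihood test), not called under any setting. The Igf2 primer pair, as listed in Supplementary Table 1, gave no product on an annotated transcript, so what that qRT-PCR measured is uncertain. Figure 6C shows Glut4 (Slc2a4) as higher, and here its log2 fold change was -0.017 (edgeR adjusted p = 0.93), not called under any setting. The paper reports Pparg and Fabp4 as downregulated, while edgeR called neither, at -0.12 (adjusted p = 0.32) and -0.13 (adjusted p = 0.36). Fabp4 was called lower with the GC content trend removed (-0.46, edgeR adjusted p = 0.010) and with both trends removed (-0.47, edgeR adjusted p = 0.021), the latter an alternative chosen after seeing the values, while Pparg was not called under any setting. Myod1 and Myh4, which the paper reports as upregulated, had too few counts to be tested. The paper reports Cebpb as not affected, while here it was lower by edgeR (-0.44, adjusted p = 0.011), and Figure 5L shows no change of Ppara and Ebf2, which here were higher at 0.76 (edgeR adjusted p = 0.00035) and 0.55 (edgeR adjusted p = 0.0011). Cebpb was not called with the gene length trend removed (-0.23), the GC content trend removed (-0.10) or both removed (-0.068), and Ebf2 was not called with both removed (0.23). Figure 5G places respiratory chain complex assembly first among the downregulated pathways, a gene ontology set that was not tested here. Among the lower Reactome pathways by camera, translation elongation ranked 1 and respiratory electron transport 21. Most pathways ranked above the latter concern translation. With other gene sets and another test, these ranks do not compare directly with the paper's. The paper reports respiratory chain genes as blunted, and here the nuclear-encoded subunits were lower (median -0.32) while the 13 mitochondrially encoded genes were higher (median 0.92). Figure 5E shows no point near the change of Myh2, which here had a log2 fold change of 3.70.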

Other observations

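Of the tests in this part, those on sex, muscle tissue, a myogenic programme and the share of brown adipocytes were chosen only after the result was seen.

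The log2 fold change between fructose and control rose with transcript length and fell with GC content across genes. Variation of this size between any pair of libraries is argued against by the correlations within groups, of which the farthest from 0 was -0.205, with GC content in fructose. Each of the 4 pairs of a fructose and a control library showed the trend, and the lowest rank correlation with length among them was 0.41. Handling or library preparation that differed between the groups cannot be told apart from the diet, because neither the labels nor the paper give a batch that crosses the groups. The trend may therefore be technical, and the sex of the fetuses is a further difference that was not tested on it.

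Several explanations bear on the higher sarcomere genes in fructose, whose share of all counts was 0.0693% and 0.0842% in the control and 0.185% and 0.159% in the fructose libraries. The length and GC content trend is argued against as the whole cause, since the median was 1.30 with both trends removed (camera adjusted p = 1.3e-27) and all 60 genes were then higher. A lower share of brown adipocytes would raise the genes of every other cell type alike, and the highest median among the lists of endothelial, fibroblast, macrophage, Schwann cell and smooth muscle genes was 0.27, in smooth muscle, far below 1.26. More skeletal muscle tissue in the dissected BAT may account for most of the pattern. Of the 10 most abundant genes of the list, 9 were higher, 8 of them at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. The exception was Tpm3 (-0.045), a gene that many other cell types also express. The test was first written to require all 10 genes to be higher, and the allowance for such a gene was made after the value of Tpm3 was seen. Of the list, 60 of 64 genes had enough counts in this tissue to be tested, and Des is also in the smooth muscle list. A myogenic programme in the cells of the BAT itself predicts the same rise, and the early regulators Myod1, Myf5 and Pax7, with at most 11 counts in any library, are too low to separate it from more muscle tissue, so the 2 explanations cannot be told apart. The sex of the fetuses cannot be told apart from the diet either, because 0 of the fructose libraries had more than 3 counts on Eif2s3y, Ddx3y, Kdm5d and Uty together.

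For the lower nuclear-encoded respiratory subunits and ribosomal protein genes, the length and GC content trend is argued against as the whole cause, although much of the size of both goes with it. With both trends removed, the respiratory list had a median of -0.14 against -0.32 (camera adjusted p = 7.8e-05, 15 of 74 genes higher), and with the length trend alone removed -0.07. The ribosomal list had a median of -0.20 against -0.45 (camera adjusted p = 3.8e-10, 9 of 78 genes higher). Both lists consist of short transcripts, with a median length of 1094 and 1077 bases. The Reactome pathway of respiratory electron transport, with 75 genes, lost its call with both trends removed, so the evidence for a lower respiratory chain beyond the trend rests on the hand-written list and on the preset correlation of camera.

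Of the other lists, none but the mitochondrially encoded genes was called by camera over the 14 other lists. The medians were 0.99 for 4 cardiomyocyte genes, 0.26 for 6 cartilage and bone genes, 0.0032 for 25 cell-cycle genes, -0.15 for 14 endothelial genes, 0.038 for 6 epidermis genes, -0.50 for 13 erythroid genes, 0.12 for 13 fetal imprinted growth genes, 0.073 for 20 fibroblast and extracellular matrix genes, -0.078 for 10 genes of fructose uptake and metabolism, 0.20 for 3 liver genes, -0.092 for 14 macrophage genes, 0.023 for 10 Schwann cell and nerve genes and 0.27 for 11 smooth muscle genes. The erythroid genes came closest (camera adjusted p = 0.061), and their adjusted p ranged from 0.00043 with DESeq2 to 0.66 with library sizes that leave out haemoglobin genes. They were called with the GC content trend removed (-0.39, camera adjusted p = 0.044), with the replicate block, with library size only, with no filter on low counts and by fgsea (adjusted p = 0.00093), and not with the length trend removed (-0.19) or both removed (-0.24). The liver genes were called only with both trends removed (camera adjusted p = 0.046), on 3 genes.

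The paper measured Glut5 and Glut4 by qRT-PCR in fetal BAT. In the RNA-seq libraries Slc2a5, which encodes GLUT5, had 39, 61, 218 and 96 counts in control libraries 1 and 2 and fructose libraries 1 and 2, a log2 fold change of 1.31 (standard error 0.38, adjusted p = 0.026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without fructose replicate 1 it was 0.53, and its adjusted p over the alternatives ranged from 0.0019 to 0.038. Slc2a4, which encodes GLUT4, was at 470 ± 53.9 CPM in control and 464.5 ± 67.5 CPM in fructose (SD, n = 2 libraries each). Tbp, to which the paper's qRT-PCR was normalized, had a log2 fold change of -0.25 (edgeR adjusted p = 0.27). It was called lower by edgeR with the length trend removed (-0.82, adjusted p = 0.0044), the GC content trend removed (-0.58, adjusted p = 0.017) and both removed (-1.02, adjusted p = 0.0015), over a range of adjusted p up to 0.46 with the other alternatives.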
